A study of Homo sapiens with 6 samples. Its data were reported in "Targeting endoplasmic reticulum stress-induced CLGN resensitizes hepatocellular carcinoma to apoptosis: paeonol synergistically enhances efficacy by dual inhibition of CLGN and NF-κB" (2025).

How the data were processed

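RNA was sequenced from 6 Hep-G2 libraries, 3 sh-NC and 3 sh-CLGN, prepared per the labels with a NEBNext Ultra kit for Illumina. The authors deposited 1 table of FPKM values per gene and library, with gene lengths and positions. The aligner, the counter, the strandedness of counting and the authors' test were not stated. Reads that fit several genes, such as paralogs, pseudogenes, overlapping genes or antisense genes, may therefore be split between them, and values of such genes are uncertain. All 58735 gene positions equalled those of GENCODE 29 on GRCh38, and coordinates are given on that build. Columns of the table were matched to samples by name, where KD stands for sh-CLGN, and groups were taken from the labels.

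FPKM times gene length fell on whole steps for 100% of the values of each library, within a tolerance of 0.01 of a read, so the deposited FPKM values gave back the reads per gene. These summed to 14955816 to 16244639 reads per library. The library sizes behind the deposited FPKM were 0.933 to 0.953 of those totals in sh-NC and 1.07 to 1.08 in sh-CLGN. Median-ratio size factors computed from the deposited values were 1.01 in each of the 6 libraries, so a scaling of that kind was already in them. One read on a gene of 1 kb was worth 0.0589 to 0.0717 FPKM. A level of 3 reads was taken as the floor, and a fold against a group at or under the floor is given as a lower bound. The reads carried no molecular identifiers, so floors cover counting error only.

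The main comparison used limma 3.58.1 in R 4.3.3 with eBayes and an intensity trend on log2(FPKM + 1), with all 6 libraries and no covariate, on genes with at least 1 FPKM in at least 3 libraries. Fold changes on this scale understate the change of genes with low values. P-values are two-sided with Benjamini-Hochberg adjustment over the 13074 genes tested. A gene was called at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The test, the thresholds, the panel, the 7 lists, the rule for named genes, the alternatives other than 5 and the tests of the hairpin seed, the interferon list and the splits of the libraries were set before the data were examined. The 5 alternatives set afterwards were a GC correction, scaling by read totals, genes without hairpin sites only, no filter with a pseudocount of 0.1, and voom on genes with at least 10 reads. The names given are those of the 10 largest rises and 10 largest falls among called genes with separated libraries, the panel, and the 5 members with the smallest adjusted p of each list that passed. Some genes that meet these rules are not reported here. Other names were chosen after their values were seen, namely SYNCRIP, AKAP12, the fibroblast genes and, in the migration and invasion list, TIMP1, CDH1, FN1 and LOX.

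Lists were tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation as alternatives. They held NF-kB targets, apoptosis, ER stress, proliferation, migration and invasion, interferon response and hepatocyte genes. The alternatives for the genes were a pseudocount of 0.1, no filter, a mean of at least 0.1 FPKM, protein-coding genes only, median-ratio, TPM and quantile scaling, limma without trend, robust eBayes, voom on the recovered reads with the deposited library sizes, a test against a fold change of 1.2, the replicate number as a block, and leaving out each library in turn. GC content came from GENCODE 29 transcripts for 99.95% of tested genes, and the trend was removed per library with a lowess span of 0.3. Heptamer sites were searched in annotated 3′ UTRs of at least 50 bases, CLGN left out. A shift is the mean log2 fold change of genes with a site minus that of genes without it, after a regression on UTR length, UTR and transcript GC content and mean expression. Sequences, list controls and figures used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

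The procedures were tested on simulated data. With 200 genes changed by 1.5 on the log2 scale, limma recovered 198 at adjusted p alone, where 7.04% of calls were false, and 168 past both thresholds. With no change it called 0 genes, and 4.86% had an unadjusted p of at most 0.05. Of 200 random lists, 6 had a camera p of at most 0.05. A simulated GC tilt gave 7453 calls before correction and 0 after it, with 197 of 200 changed genes recovered. The heptamer scan placed a heptamer with a shift of -0.15 lowest in 10 of 10 runs, and its lowest standardized shift with none given was -4.17.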

Results

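To examine which transcripts change when calmegin is depleted, messenger RNA was sequenced from Hep-G2 cells, an established human liver cancer line, carrying a short hairpin RNA against CLGN (sh-CLGN, n = 3 libraries) or a negative control hairpin (sh-NC, n = 3 libraries). CLGN encodes calmegin, a chaperone of the endoplasmic reticulum (ER). Gene expression was given as FPKM (fragments scaled by gene length and library size) for 58735 genes, 13074 of which passed the expression filter and were tested. The reads recovered from these values numbered 14955816, 15539837 and 16244639 in sh-NC replicates 1, 2 and 3, and 15675776, 15153970 and 15086344 in sh-CLGN replicates 1, 2 and 3. The groups overlapped in depth, at a ratio of mean reads of 0.982. At least 1 read was found on 23672 ± 110 genes in sh-NC and 26887 ± 104 genes in sh-CLGN (mean ± SD, n = 3). The mitochondrial genome took 3.62% ± 0.387 of the reads in sh-NC and 5.61% ± 0.170 in sh-CLGN (SD, n = 3). In both measures the groups did not overlap, which in a two-sided exact permutation test gives p = 0.1, the smallest p that 3 against 3 libraries allow.

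Libraries were compared before any gene was tested. The Pearson correlation of log2(FPKM + 1) across the tested genes, which are not independent replicates, ranged from 0.988 to 0.992 within groups and from 0.937 to 0.945 between groups. The first principal component held 81.2% of the variance and the next 6.62%. Scores on the first component lay between -33.1 and -27.2 in sh-NC and between 30.2 and 31.4 in sh-CLGN. No pair of libraries agreed within sampling noise. The chi-square per gene was 2.12 to 7.85 for pairs of one group and 63.1 to 76.6 for pairs across groups. Each library was counted as a replicate after the labels. This test treats reads as independent molecules, so it argues against a library deposited in duplicate and does not show that the cultures were independent. The labels give no sequencing batch, and each group held 1 hairpin, so a difference between the cultures or between the hairpins cannot be separated from the loss of CLGN in these libraries.

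CLGN (ENSG00000153132; chromosome 4, 140388455 to 140427968, minus strand, GRCh38) was examined first in every library. Its expression was 24.1, 21.0 and 26.1 FPKM in sh-NC replicates 1, 2 and 3, and 9.48, 8.88 and 8.60 FPKM in sh-CLGN replicates 1, 2 and 3, from 434 to 1262 reads per library. The mean fell from 23.8 ± 2.54 to 8.98 ± 0.453 FPKM (SD, n = 3), which left 37.8% of the control level. On the log2(FPKM + 1) scale the change was -1.31 (SE 0.081, limma adjusted p = 8.35e-06), and it was lower in 3 of 3 sh-CLGN libraries. Quantile normalization moved this value most toward 0, to -1.12, and correction for GC content moved it most away from 0, to -1.45. The 19-base target CGACATATGTATACCACAA matched chromosome 4, 140392328 to 140392346, on the minus strand. It lies in the coding sequence, in exon 13 of 15 of one CLGN transcript and exon 14 of 16 of another, and in 2 of the 3 annotated CLGN transcripts.

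**Figure D1:**
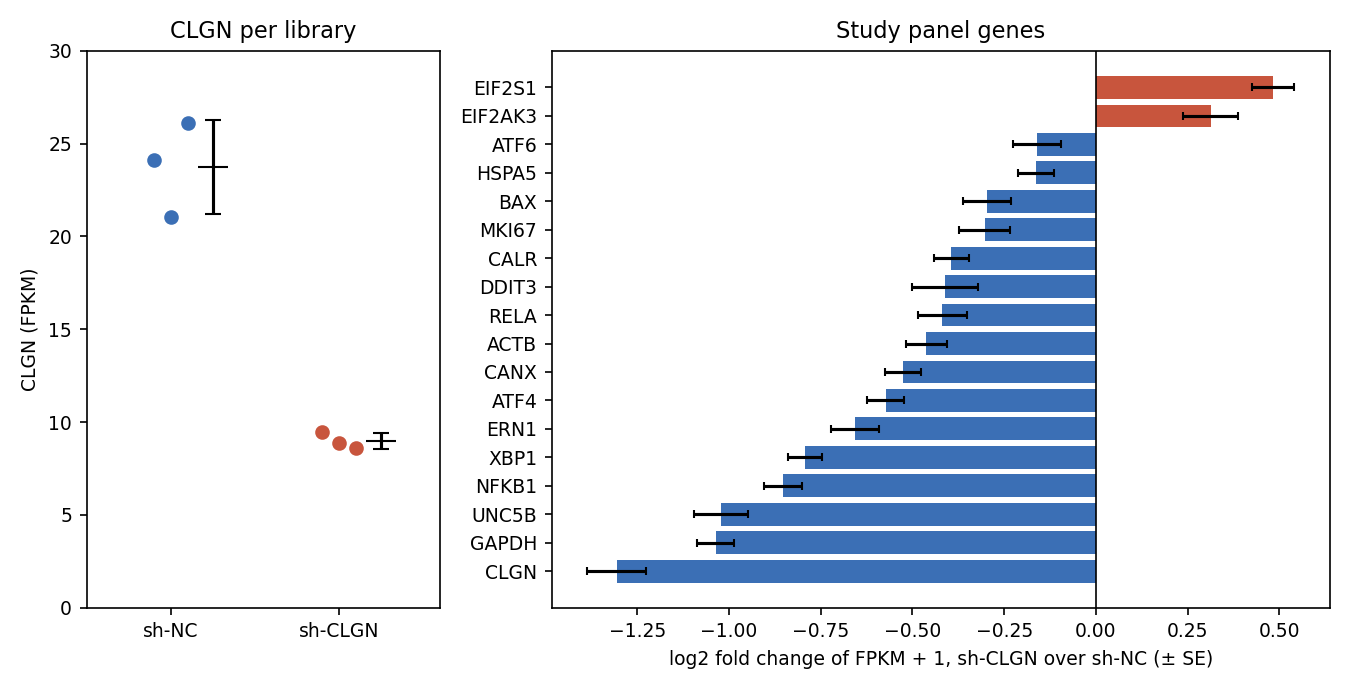
The expression of CLGN in FPKM in each of the 3 sh-NC and 3 sh-CLGN libraries, with the mean and SD, is shown beside the log2 fold changes of the panel genes reported here with their standard errors. The 3 sh-CLGN libraries lie between 8.60 and 9.48 FPKM, all below the sh-NC libraries.

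To obtain differentially expressed genes between sh-CLGN and sh-NC cells, thresholds of adjusted p of at most 0.05 and an absolute log2 fold change of at least 1 were applied. In limma, 821 of 13074 genes passed both, of which 404 were higher and 417 lower in sh-CLGN, and 641 were protein-coding. The adjusted p alone was passed by 8598 genes (65.8%), 3496 higher and 5102 lower. The 3 libraries of one group lay wholly above those of the other in 9174 tested genes (70.2%, against 10% by chance), and in 813 of the 821. The median log2 fold change over all tested genes was -0.08. Replacing the fold threshold by a test against a fold change of 1.2 moved the count most, to 4382 genes. The balance of directions changed with the settings. With a pseudocount of 0.1 it was 57.6% higher, for protein-coding genes 38.8%, and without a filter and with a pseudocount of 0.1 it was 72.1%, against 49.2%. Rescaling to TPM gave 1002 higher and 424 lower genes (70.3% higher) and shifted the median of all genes by 0.11, and scaling by read totals gave 605 higher and 235 lower (72.0% higher) with a shift of 0.16.

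**Figure D2:**
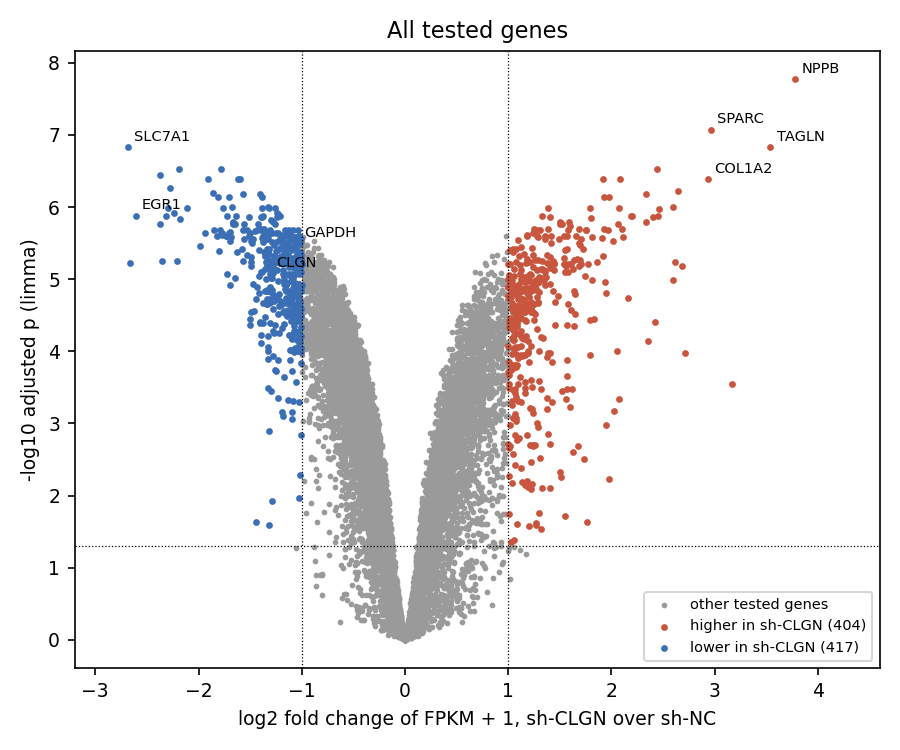
Each point is one of the 13074 tested genes, with the log2 fold change of sh-CLGN over sh-NC on the x axis and −log10 of the limma adjusted p on the y axis. Genes past both thresholds are coloured, 404 higher and 417 lower in sh-CLGN.

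Among genes past both thresholds and separated in all libraries, the 10 with the largest rise and the 10 with the largest fall were examined. NPPB (ENSG00000120937; chromosome 1, 11857464 to 11858931) rose from 8.45 ± 0.341 to 129 ± 2.59 FPKM, a log2 change of 3.78 (SE 0.048, adjusted p = 1.67e-08). TAGLN (ENSG00000149591; chromosome 11, 117199321 to 117204782) rose from 0.495 ± 0.0993 to 16.4 ± 0.517 FPKM, a log2 change of 3.54 (SE 0.070, adjusted p = 1.46e-07). SPARC (ENSG00000113140; chromosome 5, 151661096 to 151687165) and COL1A2 (ENSG00000164692; chromosome 7, 94394561 to 94431232) rose by 2.96 and 2.94 on that scale. The rise was 2.64 for ANXA1, 2.61 for MT1B and 2.60 for FLNC. MT1B had 2 to 5 reads per sh-NC library and belongs to the metallothionein family, whose members could share reads in the authors' counting, so its value is uncertain. MT-TV, MT-TM and RNU7-75P had at most 3 reads in every sh-NC library and 4 to 21 in the sh-CLGN libraries, and were at least 5.63-fold, 2.48-fold and 1.67-fold higher, respectively. SLC7A1 (ENSG00000139514; chromosome 13, 29509410 to 29595688) fell from 46.0 ± 0.997 to 6.32 ± 0.348 FPKM, a log2 change of -2.68 (SE 0.053, adjusted p = 1.46e-07). EGR1 (ENSG00000120738; chromosome 5, 138465490 to 138469315) fell from 19.2 ± 1.44 to 2.32 ± 0.369 FPKM, a log2 change of -2.61 (SE 0.094, adjusted p = 1.32e-06). The log2 change was -2.66 for G0S2, which had 6 to 14 reads per sh-CLGN library, -2.37 for SLC51B, -2.37 for GC and -2.35 for SLC2A4RG. It was -2.31 for CMTM6, -2.30 for LCT, -2.28 for FGF19 and -2.24 for CHAC1.

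Genes whose products the study assayed, together with relatives of CLGN and a pair of loading controls, formed a panel. Of its 19 tested genes, 18 passed the adjusted p over all genes, 3 higher and 15 lower in sh-CLGN, and 19 passed when adjusted over the list alone. NFKB1 fell from 18.4 ± 0.766 to 9.75 ± 0.197 FPKM (log2 change -0.85, SE 0.052, limma adjusted p = 7.52e-06) and RELA from 14.8 ± 1.29 to 10.8 ± 0.208 FPKM (-0.42, SE 0.067, adjusted p = 0.000894). XBP1 fell from 360.02 ± 12.7 to 207 ± 1.51 FPKM (-0.79, SE 0.046, adjusted p = 6.64e-06). The log2 change was -0.57 for ATF4, -0.66 for ERN1, -0.41 for DDIT3, 0.31 for EIF2AK3 and 0.48 for EIF2S1. Among the other chaperones, it was -0.53 for CANX, -0.39 for CALR and -0.16 for HSPA5. HSPA5 passed as lower at an adjusted p of 0.0184, but under quantile normalization it passed the same threshold as higher (0.18). The direction of its call therefore depended on the normalization. ATF6 did not pass over all genes (-0.16, SE 0.065, adjusted p = 0.0598). It passed when adjusted over the list alone, and it passed as lower after GC correction (-0.24) and with voom (-0.19). UNC5B fell by 1.02, BAX by 0.30 and MKI67 by 0.30. The calls of BAX, MKI67, CALR and DDIT3 were lost under quantile normalization. The loading controls fell as well, ACTB from 913 ± 50.2 to 662 ± 9.79 FPKM (-0.46, SE 0.057, adjusted p = 0.000215) and GAPDH from 1007 ± 35.4 to 490.1 ± 7.93 FPKM (-1.04, SE 0.050, adjusted p = 3.16e-06). BCL2, MMP9 and GPR1 failed the filter. BCL2 had 0, 1 and 1 reads in sh-NC and 3, 1 and 0 in sh-CLGN, MMP9 had 0 to 1 and GPR1 0 to 2 reads per library, so no difference in them was detectable at this depth.

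To ask whether whole groups of genes moved, 7 lists written from general knowledge were tested with camera in limma, with Benjamini-Hochberg adjustment over the 7. The NF-kB target list was lower in sh-CLGN (adjusted p = 0.0230, median log2 change -0.37). Of its 39 tested members 9 were higher and 24 lower at adjusted p, and 33 passed adjusted over the list alone. Its members with the smallest adjusted p were ICAM1 (-1.38), CXCL2 (-1.15), BCL2L1 (-1.18), CXCL1 (-1.22) and NFKB1 (-0.85). The ER stress list was lower (adjusted p = 0.00801, median -0.39), with 8 of 43 members higher and 26 lower, and 35 past the threshold adjusted over the list alone. ATF3 (-1.91), PDIA4 (-1.26), CHAC1 (-2.24) and PPP1R15A (-1.57) fell within it, and DNAJB9 rose by 1.52. The proliferation list was lower (adjusted p = 0.00105, median -0.38), with 5 of 39 members higher and 29 lower, and 34 adjusted over the list alone. Its leading members were GINS2 (-1.02), AURKA (-0.82), TPX2 (-0.70), CDC45 (-0.79) and RRM1 (-0.59).

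The migration and invasion list was higher in sh-CLGN (camera adjusted p = 0.00532, median log2 change 0.35), with 14 of 27 tested members higher and 7 lower, and 22 past the threshold adjusted over the list alone. Besides SPARC and COL1A2, CD44 (2.07) and COL1A1 (1.69) rose within it. The list pools genes that promote invasion with genes that oppose it. TIMP1 (1.46) and CDH1 (0.73), which oppose invasion, rose, and FN1 (-0.59) and LOX (-0.68), which promote it, fell. The direction of the list therefore does not give the direction of migration or invasion. The interferon response list was higher (adjusted p = 0.00105, median 0.35), with 11 of 19 members higher and 1 lower, and 12 adjusted over the list alone. IFITM3 (1.23), IFIT1 (1.13), IFIT3 (1.01), PARP14 (0.85) and OAS1 (0.73) had its smallest adjusted p. The apoptosis list (adjusted p = 0.140; 11 of 41 members higher, 22 lower, 33 adjusted over the list alone) and the hepatocyte list (adjusted p = 0.0746; 8 of 34 higher, 22 lower, 30 adjusted over the list alone) did not pass. The apoptosis list pools genes that block apoptosis, such as BCL2L1, with genes that promote it, such as BAX. Whether that list passes or not, its direction cannot show whether apoptosis rose or fell. The calls depended on the list test. All 7 lists passed in the same directions with fry, at adjusted p of at most 8.89e-05, and with the correlation between genes estimated from these libraries none passed at adjusted p, which then ranged from 0.0600 to 0.308.

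**Figure D3:**
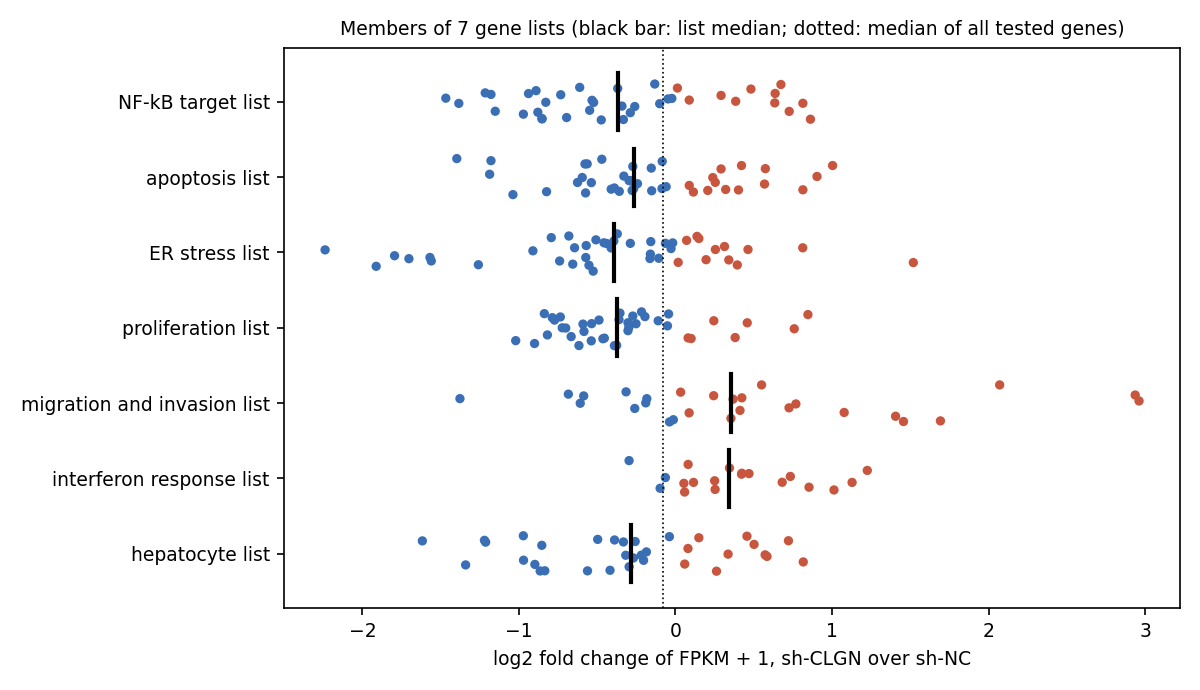
For each of the 7 lists, points give the log2 fold change of the tested members in sh-CLGN over sh-NC, red above and blue below 0, with the list's median as a black bar and the median of all tested genes as a dotted line. The proliferation list has a median of -0.38 and the migration and invasion list a median of 0.35.

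Whether genes carrying sites for the hairpin's own guide strand shifted was tested on 10817 tested genes with an annotated 3′ untranslated region (UTR). The guide, taken as the reverse complement of the target, is TTGTGGTATACATATGTCG, with positions counted from 1 at its 5′ end. Where the cells start the guide was not measured, and a start 1 base further in would make positions 3 to 9 its positions 2 to 8. The site for positions 2 to 8, TACCACA, was present in 1039 genes, whose log2 fold changes, adjusted for UTR length, GC content and mean expression, had a mean shift of -0.13 from those of other genes. Among 140 heptamers of the same base composition this shift ranked 2 from the lowest, in a range from -0.21 to 0.06. The lowest was ATACCAC, another window of the same target. Of genes with TACCACA, 5.49% passed both thresholds downward against 3.40% of genes without it. In a scan of 13709 heptamers, chosen after that result, the 3 lowest standardized shifts were at ATACCAC (positions 3 to 9; -12.1, 778 genes), TACCACA (-8.31) and ACCACAA (positions 1 to 7; -6.86, 1111 genes). The other 9 windows of the target ranked 9 or worse. SLC7A1, G0S2, CMTM6, UNC5B, ERN1 and CANX carried such sites, and the 3′ UTRs of CLGN, NFKB1, RELA and GAPDH carried none. With at most 4 mismatches to the whole target, 21 other tested genes were found. Of these 0 passed both thresholds downward and 1 upward, and at an unadjusted p of at most 0.05 there were 7 lower and 7 higher. The fewest mismatches were 3, in SYNCRIP, which fell by 0.35, and AKAP12, the gene past both thresholds upward (adjusted p = 8.73e-06).

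**Figure D4:**
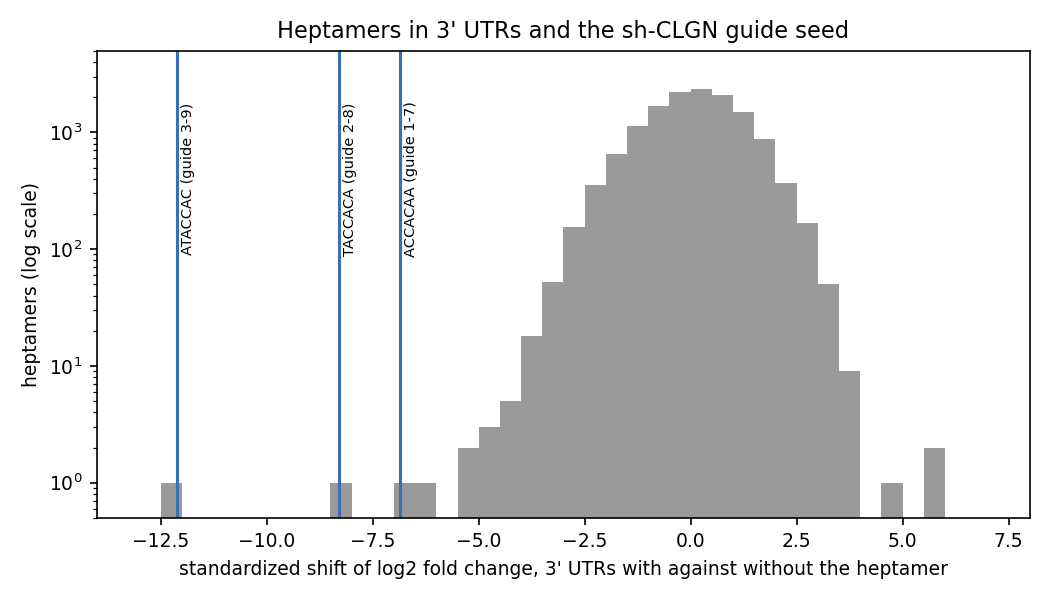
The histogram shows the standardized mean shift of log2 fold change for genes carrying each of 13709 heptamers in the 3′ UTR, with the number of heptamers on a log y axis. The windows ATACCAC, TACCACA and ACCACAA lie lowest, at -12.1, -8.31 and -6.86.

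Fold changes were also compared with GC content. Across 13068 tested genes, which are not independent replicates, Spearman's rho between the log2 fold change and GC content was -0.32. The median log2 fold change went from 0.25 in the tenth of genes with the lowest GC content to -0.29 in the tenth with the highest. Libraries of one group differed in the same property. The difference of sh-NC replicate 3 from replicates 1 and 2 had a rho of -0.65 with GC content, and that of sh-CLGN replicate 1 from replicates 2 and 3 a rho of -0.14. With a GC trend removed from each library, 725 genes passed both thresholds, 483 higher and 242 lower. Of the genes called without that correction, 340 of 404 higher and 222 of 417 lower genes remained.

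**Figure D5:**
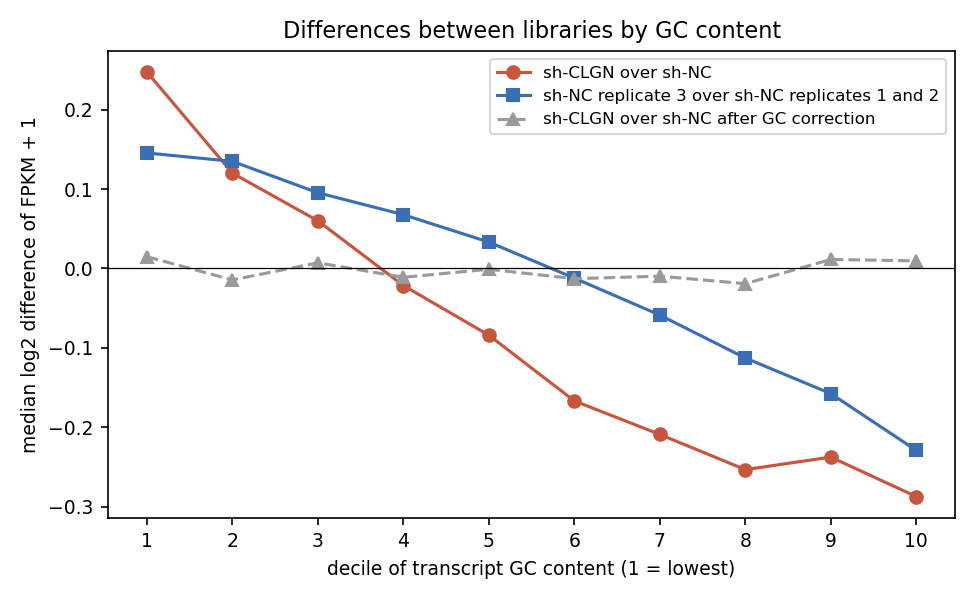
The median log2 fold change of tested genes is plotted for 10 classes of rising GC content, for sh-CLGN over sh-NC before (circles) and after GC correction (triangles) and for sh-NC replicate 3 over replicates 1 and 2 (squares). The circles fall from 0.25 to -0.29 and the squares from 0.15 to -0.23.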

Values the study reported

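The study reported 2887 differentially expressed genes between control and CLGN-knockdown Hep-G2 cells. Of these, it counted 1979 as upregulated and 908 as downregulated.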

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

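All tests in this part were chosen after the result was seen. Genes below the expression filter took 1.18% ± 0.00343 of the reads in sh-CLGN against 0.760% ± 0.0186 in sh-NC (SD, n = 3), a signal outside the tested genes that was higher than in the control libraries by a ratio of 1.55. The groups did not overlap, and p = 0.1 is the smallest that a two-sided exact permutation test allows here. Of 9012 such genes with at least 10 reads, 7093 had a higher share of reads in sh-CLGN and 1919 a lower one. The median log2 ratio of read shares was 0.73, against 0.10 in the abundant genes. Long intergenic RNAs went from 0.264% to 0.412% of the reads and antisense RNAs from 0.270% to 0.398%.

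Several technical sources were argued against by the tables. The sh-CLGN libraries were not deeper, with 0.982 of the mean reads of sh-NC. The scaling of the deposited values is not the cause, because the ratio of 1.55 is one of unscaled reads. The 10 genes with the largest gain held 4.87% of it. At equal GC content low-abundance genes still lay above abundant ones, by at least 0.45 in each of 5 classes. Genes at least 5000 bases from any tested gene had a median of 0.71, so unspliced RNA of expressed neighbours does not account for it. The share of reads outside the 100 most abundant genes was at a ratio of 0.997, so abundant genes did not give way. Olfactory receptor genes, which most cells do not express, gained 8.18% of what the low-abundance genes gained per kilobase (417 against 699 reads), so genomic DNA could supply only a small part. A change in RNA quality or in library preparation, or a real rise in low-level transcription in sh-CLGN cells, remains untested.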

How the results depend on the processing

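The 5 alternatives named with the processing as set afterwards were chosen only after the data were seen. CLGN remained lower past the threshold under each of 22 alternatives, from -1.45 to -1.12, and from -1.39 to -1.24 when each library was left out in turn. The genes at adjusted p alone numbered 7052 to 11347 over the alternatives and 7634 to 8760 when one library was left out.

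The count of 821 differentially expressed genes (404 higher, 417 lower) moved with the pseudocount and the test. It was 1606 with a pseudocount of 0.1 (925 higher, 681 lower), 1722 with voom (989 and 733), 2914 with no filter and a pseudocount of 0.1 (2100 and 814), 3845 with voom on genes with at least 10 reads (2832 and 1013) and 4382 in the test against a fold change of 1.2 (1745 and 2637). TPM rescaling gave 1426 (1002 and 424) and protein-coding genes alone 641 (249 and 392), fewer by construction. GC correction gave 242 lower genes and scaling by read totals 235. Leaving out a library gave 784 to 902 genes, 386 to 436 higher and 398 to 466 lower. A pseudocount of 1 pulls fold changes of genes with low values toward 0, and it weighs less against TPM, whose values are larger than FPKM. TPM and read totals also shifted the median of all genes by 0.11 and 0.16. For the others the cause was not tested.

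The replicate numbers did not pair the libraries. Same-numbered libraries had correlations of deviations of -0.02, -0.05 and -0.15. A block on the replicate number gave 821 genes, 818 of them shared, and HSPA5 (-0.16) was the only named gene to lose its call.

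Camera compares the members of a list with the other genes of the fit, and the median log2 change of all genes differed with the filter. It was -0.08 in the main fit, -0.12 for protein-coding genes only, 0.03 without a filter and 0.05 with a mean of at least 0.1 FPKM. A call gained or lost in those fits may therefore come from the genes compared against. Adjusted p of the lists moved as follows, and the cause was not tested. The NF-kB list passed in 21 of 24 alternatives (1.71e-05 to 0.181) and lost its call with protein-coding genes only (0.0657), quantile normalization (0.0911) and an estimated correlation (0.181). The ER stress list did so with quantile normalization (0.0911) and an estimated correlation (0.179; range from 2.27e-07), and the proliferation list likewise (0.0911 and 0.0600; range from 1.25e-10). The migration and invasion list did so without a filter (0.0723; 0.0682 with a pseudocount of 0.1) and with an estimated correlation (0.181; range from 1.71e-05), and the interferon list with an estimated correlation (0.0600; range from 1.37e-05). The apoptosis list gained a call without a filter (0.00233; 0.00247 with a pseudocount of 0.1), with a mean of at least 0.1 FPKM (0.00961), with voom on genes with at least 10 reads (0.0213) and with fry (1.37e-05), in a range up to 0.472. The hepatocyte list gained one in the same fits (9.84e-05, 0.000113, 0.00196, 0.00184 and 8.89e-05), in a range up to 0.776.

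The median correlation between groups was 0.912 with a pseudocount of 0.1, 0.971 without a filter, 0.962 with a mean of at least 0.1 FPKM, 0.943 for protein-coding genes, 0.925 with TPM, 0.951 with voom, 0.946 after GC correction, 0.943 without a filter and a pseudocount of 0.1, 0.952 with voom on genes with at least 10 reads, and 0.939 to 0.943 with a library left out. The cause was not tested.

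Of 1284 values of named genes over the alternatives, 1261 stayed on their side, 17 became weaker, 3 stronger and 3 reversed. HSPA5 reversed with quantile normalization (0.18), where it passed the threshold as higher. With scaling by read totals HSPA5 (0.032) and ATF6 (0.0093) reversed in sign and did not pass. Read totals raise sh-CLGN values against sh-NC by the ratio of the deposited scaling factors (1.14), so those sign changes follow from the construction, and the cause of the one under quantile normalization was not tested. ATF6 passed as lower after GC correction (-0.24) and in both voom fits (-0.19 in each). BAX lost its call with quantile normalization (-0.035), GC correction (-0.0497) and read totals (-0.11), MKI67 with TPM (-0.18), quantile normalization (-0.039) and read totals (-0.11), and CALR (-0.0050) and DDIT3 (-0.18) with quantile normalization. HSPA5 kept its call in 11 of 22 alternatives. It lost it with TPM (-0.036), GC correction (-0.11) and both fits without a filter (-0.16 in each), with the replicate block (-0.16), without sh-NC replicate 2 (-0.13) and without each single sh-CLGN replicate. At 0 to 3 reads per library, the depth allowed no statement on BCL2, MMP9 or GPR1.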

Other observations

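All tests in this part were chosen only after the result was seen, except those of the site for guide positions 2 to 8, of the interferon list and of the splits of the libraries.

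The sites of the sh-CLGN guide stood out among the genes that fell. The planned site ranked 2 from the lowest among 140 heptamers of equal composition, and in the scan of 13709 heptamers the worst rank of the windows for positions 1 to 7, 2 to 8 and 3 to 9 was 3. The same windows ranked 3647 or worse when sh-NC replicate 3 was compared with replicates 1 and 2, so a property of these libraries in general does not place them there. A candidate explanation is that the hairpin lowers transcripts other than CLGN through its seed. Direct sites in 3′ UTRs did not cover most of the calls. Of 389 genes called lower with a 3′ UTR, 109 (28.0%) held a site of any of these windows, against 19.0% of the other genes, an excess of 35.3 genes or 9.06% of those called lower. Sites in coding sequence, shorter sites and genes changed downstream of such targets are not in this count. Without the genes holding a site, 667 genes were called (359 higher, 308 lower). SLC7A1, with the largest fall, G0S2 and CMTM6 held sites, and so did the panel genes UNC5B, ERN1, CANX and ATF6, which had negative log2 changes, and 10 members of the ER stress list. A site alone did not set the direction, since DNAJB9, CD44, IFIT1 and EIF2S1 held one and rose. NFKB1, RELA, ICAM1 and BCL2L1 held none. Another hairpin or a rescue of CLGN was not analysed here.

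At the other end of the scan, GGAGAAC and GAGAACA had the highest standardized shifts (5.78 and 5.54) and GTGTCAC ranked 3. The windows for guide positions 1 to 9 of the control target as printed, TTCTCCGAACGTGCACGT, reached rank 7378 from the highest at best, and those for positions 4 to 12 rank 1239, which argues against a guide of the printed sequence that starts at its base 1, 2, 3 or 4. Of the windows further in, 4 were not scanned, so later starts stay untested. Those of its sense strand, read as a guide, reached rank 2391, which argues against that strand if it starts with the printed bases. GGAGAAC nevertheless holds GGAGAA, the site for the first 6 bases of that strand. The 8 heptamers holding GGAGAA ranked from 1 to 8727. A strand that starts before the printed bases was not tested, since the bases there are not given. The methods also give a control siRNA with the sense sequence TTCTCCGAACGTGTCACGT in DNA letters, which is 1 base longer. GTGTCAC is its window for guide positions 3 to 9, the one that ranked lowest for sh-CLGN, and it had a mean shift of 0.08 over 1052 genes (rank 3 from the highest). Its windows for positions 1 to 7 and 2 to 8 ranked 697 and 1878. If the hairpin holds the siRNA sequence, it may lower seed targets of its own in sh-NC, which would then appear higher in sh-CLGN. This heptamer had been seen among the highest before the sequence was compared, and which sequence the hairpin holds was not tested. As whole heptamers, GGAGAAC and GAGAACA are no window of either sequence.

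The fold changes fell with GC content, and so did a difference within the control group (rho -0.65 for sh-NC replicate 3 against replicates 1 and 2). A tilt from library preparation and one from the knockdown cannot be told apart, because the tilt between groups coincides with the groups. As the whole cause of the calls GC content is argued against by the correction, after which 222 of the genes called lower and 340 of those called higher remained. The rest of the lower calls stay open to it.

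Random lists matched on expression and GC content were drawn 10000 times for each list. A median as far out as the list's was reached by 60 for NF-kB targets, 24 for ER stress, 228 for proliferation, 0 for migration and invasion and 17 for interferon response, which argues against abundance and GC content of the members as the whole cause. They go with part of the falls, because the median over the random lists was itself -0.15 for NF-kB targets (the list, -0.37), -0.19 for ER stress (-0.39) and -0.22 for proliferation (-0.38). For apoptosis it was reached by 721 and for hepatocyte genes by 3557. A fall of ER stress genes with PDIA4 and ATF3 lower and DNAJB9 higher is of interest because calmegin is an ER chaperone. The fall was uneven, with 8 of 43 members higher. Among the named members CHAC1 (-2.24), ATF3 (-1.91) and PPP1R15A (-1.57) fell most, and the chaperones CANX (-0.53) and CALR (-0.39) fell less. The sign of HSPA5 (-0.16) depended on the normalization, and under quantile normalization it passed as higher. The fall of the list therefore does not show that the ER folding response as a whole fell. The list stayed lower without genes holding a site of the sh-CLGN guide (camera adjusted p = 0.00301, in a range over the alternatives of 2.27e-07 to 0.179), which argues against direct 3′ UTR sites as its whole cause. Whether it follows from CLGN, from changes downstream of other targets of the hairpin or from culture density was not tested.

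The interferon list rose (camera adjusted p = 0.00105, with 0.0600 under an estimated correlation, in a range over the alternatives of 1.37e-05 to 0.0600). A response to the hairpin vector could give such a rise, although sh-NC cells carry a hairpin as well, and a response to CLGN loss stays open.

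GAPDH, a common loading control, fell by 1.04 on the log2 scale. Over 3 other scalings the value nearest 0 was -0.81, and the read share of GAPDH together with its 62 pseudogenes fell by 0.84, so neither the scaling nor reads lost to pseudogenes explains it. ACTB fell by less, by 0.46. Normalization of transcript or protein levels to GAPDH could understate losses in sh-CLGN cells, as far as the transcript is reflected in the protein, which was not analysed here.

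COL1A2, SPARC and TAGLN rose together, and fibroblasts mixed into the sh-CLGN cultures were weighed as a source. Among 13 of 16 fibroblast genes listed before the test, those below 5 FPKM in sh-NC, the highest mean in sh-CLGN was 3.56 FPKM (LGALS1), or 9.19% of COL1A2 at 38.7 FPKM. COL1A1 reached 8.50% of COL1A2, and POSTN, MMP2 and COL5A1 had 0 reads. COL3A1 rose from 0.265 to 1.67 FPKM, LUM from 0.304 to 1.75 and FBN1 from 1.23 to 3.13. Of the genes with a high level in sh-NC, which would hide a small share, VIM rose from 49.5 to 85.1 FPKM, S100A6 stayed at 17.0 to 17.1 and FBLN1 went from 54.5 to 38.4. The test was changed after its levels were seen. Its first form took the highest of 6 listed genes, FBLN1 among them, which at 38.4 FPKM lay near COL1A2 and left the question open, and the limit on sh-NC was then set. The rise of VIM goes with fibroblasts, and the low levels of the 13 genes argue against them. In sh-NC 6 of the 16 were at 1 FPKM or more, and 5 are in the migration and invasion list. A change within the Hep-G2 cells, or a different clone in the culture, may remain, as 3.56 FPKM argues only against the mixture. Because the test was changed after its levels were seen, it does not exclude that mixture.

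Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many differentially expressed genes, the real one. The other 9 gave 0, with 70 to 224 genes at an unadjusted p of at most 0.05. With 10 splits the share cannot go under 0.1.

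The differentially expressed genes here numbered 821. That is lower than the value quoted from the study above. The genes higher in sh-CLGN numbered 404. That is lower than the value quoted from the study above. The genes lower in sh-CLGN numbered 417. That is lower than the value quoted from the study above. Without the filter and with a pseudocount of 0.1 the count was 2914, 2100 higher and 814 lower, so genes with low values may account for the difference. Of those, 1241 higher and 146 lower genes lay outside the tested set, where the sh-CLGN libraries carried more reads.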
